A study of Hydra vulgaris with 12 samples.

How the data were processed

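The data were 3 deposited tables for 12 samples of Hydra vulgaris AEP, all over the same 38747 transcripts: mRNA-seq of 3 hywi knockdown and 3 wild-type sibling libraries, small RNA from 4 IP libraries, and 2 degradome libraries. All 16 value columns were matched to a sample by their names, and 0 were left over. The mRNA table held estimated counts per transcript, with decimals and not normalized, deposited by the authors per replicate. The IP and degradome tables held raw estimated counts, per the file headers, with sense and antisense mapping counted apart for small RNA and sense mapping only for the degradome. Many of those values are fractions, as when a read that maps to several transcripts is shared out. The aligner, the counting tool, the mismatches allowed and the length filter are stated in neither the labels nor the headers. Between 28.9% and 42.9% of sense values and between 93.7% and 98.9% of antisense values are not whole in transcripts with at least 100 counts on both strands. This difference limits comparisons of sense with antisense counts.

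The main tests, the groups compared, the rule for naming transcripts and most alternatives were set before the data were examined. Chosen after seeing the data were the alternatives to the blocked fit, fry and an estimated correlation with the block, set tests on 2 pairs, and the degradome without 2 transcripts. Estimated mRNA counts were rounded to whole numbers. Transcripts were filtered with filterByExpr, libraries were scaled by TMM, and groups were compared with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. DESeq2 1.42.0 was an alternative. Gene sets were tested with camera and fry of limma 3.58.1 on log2 CPM with a prior count of 2. The piRNA-target set was chosen by the colchicine-treated Hywi IP and not by the mRNA libraries. Random lists for the sets were drawn from 40 bins of mean expression, 10000 over all libraries and 1000 within each pair. They were drawn from all tested transcripts, members of the set included. No member of either set had a group with all its libraries at or under the floor of 3 counts (0 and 0 transcripts), so the set medians needed no bound.

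The labels number the replicates 1 to 3 in both mRNA groups without saying what a number marks. Deviations from the group means correlated across transcripts by 0.62, 0.27 and 0.30 between libraries of the same number, and from -0.43 to 0.20 between the others. Each same-number value was over 0.1, so the numbers were taken to pair the libraries, on the grounds of this correlation alone. Wild-type sibling 2 with knockdown 3 (0.15) and wild-type sibling 3 with knockdown 2 (0.20) were over 0.1 as well. The correlation therefore marks out pair 1 more clearly than pairs 2 and 3.

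IP and degradome libraries were scaled to CPM by their totals on the strand compared, with a pseudocount of 1 CPM. They were compared as log2 ratios among transcripts with at least 10 CPM in either library, with Spearman correlations (Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1; plots with matplotlib 3.10.9). Folds against a library at or under 3 counts are given as bounds against that floor. Shares of single libraries have 95% Wilson intervals.

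The edgeR fits, camera, fry and the comparison without replicates were tested on simulated data. The simulations did not cover DESeq2 or camera with an estimated correlation. With 200 of 19352 and of 19325 transcripts changed by 2 on the log2 scale, edgeR recovered 200 in each of 4 fits, with 0 to 18 false calls. A set shifted by 0.3 was found at 0.29 to 0.30. The comparison without replicates recovered 100 of 100 raised and 100 of 100 lowered transcripts among 4808, with 0 false calls. The simulated change there was 16-fold against a threshold of 4-fold, so this checks the arithmetic and not the sensitivity near the threshold.

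The rule for naming transcripts was the 2 highest and 2 lowest log2 fold changes among transcripts with an adjusted p under 0.05, a mean of at least 1 CPM and groups that do not overlap, taken on the TMM-scaled log2 CPM scale. It found 0 transcripts in the fit without the block and 52 in the fit with it (48 with overlap read on plain CPM, where t18184aep would not pass). For comparisons without replicates it was at most the 2 highest and 2 lowest ratios. The files do not pair transcript names with gene names, and 0 of the names matched the reference gene table of assembly HydraT2T_AEP, so transcripts carry only their names. For the same reason the hywi transcript and a transposon class were not analysed here. Alternatives were another test, another scaling, other filters and thresholds, the replicate block, each library left out in turn, other set definitions, other pseudocounts and other CPM minimums.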

Results

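The series measured 3 kinds of RNA in Hydra vulgaris of the AEP strain, a small freshwater polyp with epithelial and interstitial stem cells. Its title names repression of transposons by the PIWI-piRNA pathway in somatic stem cells. PIWI proteins bind short RNAs called piRNAs, and Hywi and Hyli are the PIWI proteins of Hydra whose bound RNA was sequenced. The first kind of data was mRNA-seq of whole animals collected 4 days after hatching, with 10 animals per library. It had 3 hywi knockdown libraries, from offspring that carried a hairpin transgene against hywi expressed in epithelial stem cells, and 3 libraries of wild-type siblings without the transgene. The second kind was small RNA from Hywi and Hyli immunoprecipitates (IP) of 225 animals, with 1 library each from wild-type and colchicine-treated animals. Colchicine removes interstitial cells, so the treated animals were depleted of them. The third kind was degradome sequencing, which reads the 5-prime ends of capless RNA, with 1 library of 20 animals for each of the same conditions. The colchicine-treated animals also came from a GFP transgenic line, so treatment and line changed together in every comparison of treated with wild-type animals.

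All values were estimated counts for the same 38747 transcripts. The mRNA libraries held 22.2 to 27.6 M counts each (M for 1e6). The IP libraries held 22.3 M counts (wild-type Hywi), 40.5 M (wild-type Hyli), 19.4 M (colchicine-treated Hywi) and 12.8 M (colchicine-treated Hyli). The degradome libraries were far smaller, with 765341 counts in wild-type and 176897 in colchicine-treated animals. A count of 3, used as the floor, corresponded to 0.109 to 0.135 CPM (counts scaled by the library total, per 1e6) in the mRNA libraries. In the degradome it corresponded to 3.92 CPM in wild-type and 17.0 CPM in colchicine-treated animals. The IP and degradome comparisons had no replicates, and none of them carries a test between conditions. Intervals and floors cover counting error only.

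The question of the mRNA comparison was which transcripts change when hywi is knocked down. The transcript of hywi itself was not analysed here, because the transcript names were not paired with gene names. Replicates of one group differed by more than sampling noise, with a chi-square per degree of freedom of 13.0 to 43.7 among wild-type siblings and 21.0 to 44.5 among knockdown libraries. Of 19683 transcripts tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 were higher and 0 were lower in the knockdown at an adjusted p under 0.05, and the smallest adjusted p was 0.875. At an unadjusted p under 0.05, 577 transcripts were higher and 141 were lower, against 984 that uniformly distributed p-values would give. On the TMM-scaled log2 CPM scale the 2 groups did not overlap for 9.05% of the tested transcripts, and chance gives 10% for 3 against 3 libraries.

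**Figure D1:**
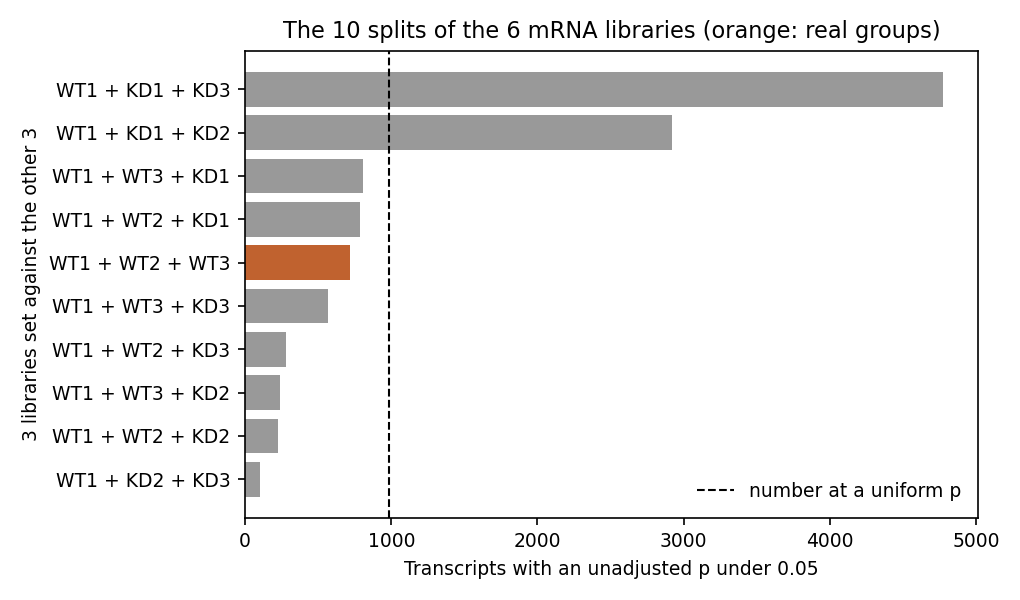
Number of transcripts with an unadjusted p under 0.05 (edgeR without the block) for each of the 10 splits of the 6 mRNA libraries into 3 and 3, with WT for wild-type siblings and KD for hywi knockdown. The real groups gave 718 transcripts, and the dashed line marks the 984 that uniformly distributed p-values would give.

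The replicate numbers were taken to pair the libraries, on correlations that mark out pair 1 more clearly than pairs 2 and 3. The fit with the replicate number as a block changed the count of transcripts past the threshold the most. With the block, 231 transcripts were higher and 18 were lower at an adjusted p under 0.05 (edgeR, Benjamini-Hochberg), and the common dispersion fell from 0.0370 to 0.00999. All 231 and all 18 moved the same way in the 3 pairs, and the groups did not overlap for 47 of the higher and 7 of the lower transcripts on the TMM-scaled log2 CPM scale. On plain CPM these were 45 and 5. The median size of the log2 fold change was 1.28 among the higher and 0.63 among the lower transcripts. Over all tested transcripts, 40.4% moved the same way in the 3 pairs, against 25% by chance.

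The rule for naming transcripts found 0 in the fit without the block, so the 4 named next were chosen by the same rule from the blocked fit after its values were seen. Transcript t19043aep had 0.340 ± 0.0654 CPM in wild-type siblings and 6.65 ± 7.97 CPM in the knockdown (SD, n = 3). Its log2 fold change was 3.83 with a standard error of 0.55 and an adjusted p of 0.00396 in the blocked edgeR fit, and its adjusted p was 0.318 in DESeq2 with the block. Its knockdown values were 15.7, 3.81 and 0.479 CPM in replicates 1 to 3. Transcript t38611aep had 1.07 ± 0.224 CPM in wild-type siblings and 19.1 ± 21.7 CPM in the knockdown (SD, n = 3), with a log2 fold change of 3.71, a standard error of 0.42 and an adjusted p of 7.8e-04 in the blocked edgeR fit. Transcript t34367aep was lower, with 662.6 ± 27.9 CPM in wild-type siblings and 330.3 ± 63.1 CPM in the knockdown (SD, n = 3). Its log2 fold change was -1.10 with a standard error of 0.11 and an adjusted p of 5.6e-04 in the blocked edgeR fit. Transcript t18184aep had 7.74 ± 1.80 CPM in wild-type siblings and 4.79 ± 1.09 CPM in the knockdown (SD, n = 3), with a log2 fold change of -0.78, a standard error of 0.15 and an adjusted p of 0.0218 in the blocked edgeR fit. Without replicate pair 3 its adjusted p was 0.0707 in that fit, and on plain CPM its groups overlapped (5.96 in knockdown 1 against 5.66 in wild-type sibling 2). In the edgeR fit without the block all 4 had an adjusted p of 0.875.

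The next comparison asked whether transcripts targeted by piRNAs rise in the knockdown. The piRNA-target set held the 1969 tested transcripts with most antisense counts in the colchicine-treated Hywi IP, which is 10% of those tested, each with at least 53.3 CPM there. Its median log2 fold change was 0.24, against 0.00 for the other transcripts, and 83.1% of the set lay above 0, against 49.6% of the rest. With camera at a preset correlation of 0.01 the p was 4.4e-16 (8.7e-16 after Benjamini-Hochberg adjustment over the 2 sets). This call held under neither fry (p = 0.116) nor camera with an estimated correlation (p = 0.111). With the replicate block, fry gave p = 0.1004 and the estimated correlation gave p = 0.155. The set's level per library was 0.11 ± 0.12 in the knockdown and -0.10 ± 0.17 in wild-type siblings on the log2 scale (SD, n = 3). An exact two-sided permutation test of these 6 values, which ignored the pairing, gave p = 0.2, and the smallest p this test allows is 0.1. The difference between the set and the rest was 0.19, 0.10 and 0.43 in pairs 1, 2 and 3. The set's transcripts were less abundant than the others, with a median log2 CPM of 0.81 against 3.47. The 10000 random lists matched on expression, which could hold members of the set, had a median log2 fold change of 0.12 and at most 0.15.

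The cleaved piRNA-target set held the 3045 tested transcripts with at least 1 CPM in each of the colchicine-treated Hywi IP (antisense), Hyli IP (sense) and degradome. In that degradome library the floor of 3 counts was 17.0 CPM, so a fraction of a count could meet this minimum. Membership therefore does not show cleavage of a single transcript. Its median log2 fold change was 0.19, against -0.01 for the rest, with a camera p of 1.7e-13 (1.7e-13 after adjustment over the 2 sets). Fry gave p = 0.165 and the estimated correlation gave p = 0.142, so this call did not hold under either. With the replicate block these were 0.115 and 0.174. The set's level was 0.10 ± 0.12 in the knockdown and -0.10 ± 0.18 in wild-type siblings (log2, SD, n = 3), with p = 0.2 in the exact two-sided permutation test. Pairs 1, 2 and 3 differed by 0.12, 0.06 and 0.42. Of the 231 transcripts higher in the blocked fit, 56 belonged to this set (24.2%, against 15.5% of tested transcripts; Fisher's exact test p = 4.6e-04, adjusted over the 2 sets 9.3e-04), and 0.01% of expression-matched lists held as many. For the piRNA-target set the number was 26 of 231 (11.3% against 10.0%, Fisher's exact test p = 0.508). Transcripts are not independent replicates in these Fisher tests.

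**Figure D2:**
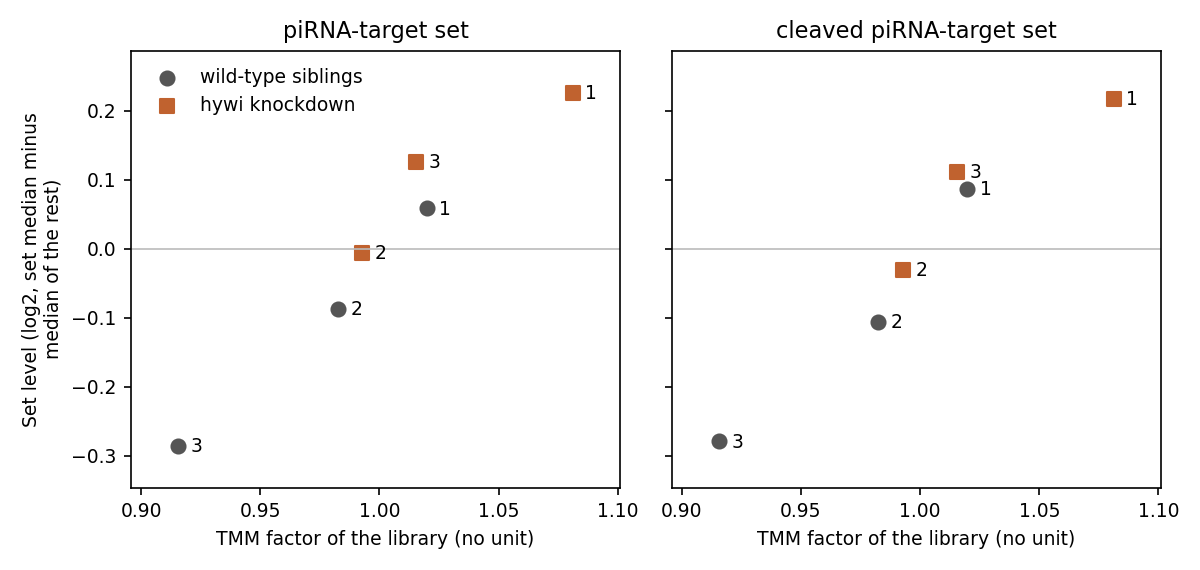
Level of each set in each mRNA library (log2, median of the set minus median of the other transcripts, each centred on the mean of the 6 libraries) against the TMM scaling factor of the library. Points are single libraries labelled by replicate number, circles for wild-type siblings and squares for hywi knockdown; the groups overlap in both panels.

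The strand of the IP counts relative to the transcripts was compared next. In wild-type animals 87.4% of Hywi counts were antisense (95% Wilson interval 87.36 to 87.39%), and 28.9% of Hyli counts were (28.92 to 28.95%). In colchicine-treated animals the antisense share was 85.9% for Hywi (85.92 to 85.95%) and 48.0% for Hyli (47.94 to 47.99%). Each share came from 1 library.

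**Figure D3:**
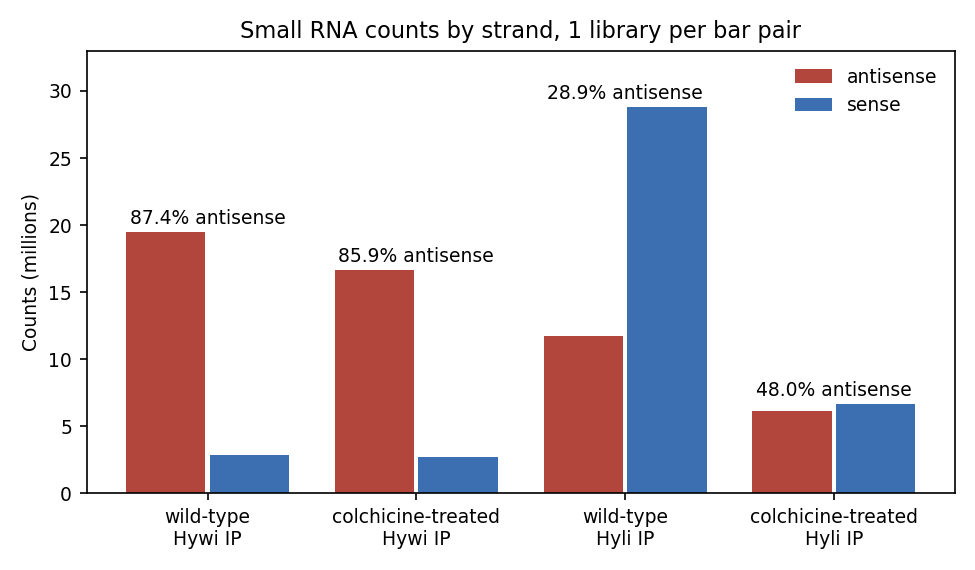
Small RNA counts (axis in units of 1e6 counts) on the antisense and sense strand of the transcripts in the 4 IP libraries, 1 library for each pair of bars. The antisense share was 87.4% and 85.9% in the Hywi libraries and 28.9% and 48.0% in the Hyli libraries.

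To compare the piRNAs of whole and interstitial-cell-depleted animals, transcripts with at least 10 CPM in either library were set against each other on the log2(CPM + 1) scale, which understates changes of low transcripts. For Hywi antisense counts, 1630 of 6220 transcripts were at least 4-fold higher and 1834 at least 4-fold lower in colchicine-treated animals. The larger side was not fixed, with 1761 higher and 1706 lower under median-ratio scaling and 2191 and 2075 at a minimum of 1 CPM. The Spearman correlation across transcripts, which are not independent replicates, was 0.35. A minimum of 1 CPM moved it most, to 0.59, and a minimum of 50 CPM moved it to 0.13. For Hyli sense counts, 1439 of 6057 transcripts were at least 4-fold higher and 1174 at least 4-fold lower, with a Spearman correlation of 0.48. Scaling by the median ratio in place of library totals moved this split to 1831 higher and 651 lower, so the higher share of these transcripts was 73.8% in place of 55.1%. A minimum of 50 CPM reversed it, to 499 higher and 626 lower. Transcript t33472aep had 0 Hywi antisense counts in wild-type and 22723 in colchicine-treated animals, at least 8863-fold higher. Transcript t37205aep had 33336 Hyli sense counts in wild-type and 0 in colchicine-treated animals, at least 2579-fold lower.

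Hywi antisense and Hyli sense counts were also compared within each kind of animal. In wild-type animals 1350 of 5917 transcripts were at least 4-fold higher in the Hyli IP and 1852 in the Hywi IP, with a Spearman correlation of 0.38 across transcripts. In colchicine-treated animals these were 2321 and 2557 of 7140 transcripts, with a correlation of 0.10, which became -0.03 at a minimum of 50 CPM. The larger side changed here to 2516 against 2363 under median-ratio scaling and 3617 against 3539 at a minimum of 1 CPM. Transcript t24892aep was lowest for Hyli relative to Hywi in both kinds of animal, with 580061 Hywi antisense and 0 Hyli sense counts in colchicine-treated animals. Transcript t30823aep was highest in both, with 9.33 Hywi antisense and 262867 Hyli sense counts in colchicine-treated animals.

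In the degradome, 2658 of 7975 transcripts were at least 4-fold higher and 2676 at least 4-fold lower in colchicine-treated animals, with a Spearman correlation of 0.07 across transcripts. The larger side changed to 2801 higher and 2722 lower with a pseudocount of 0.1 CPM, and to 2696 and 2647 under median-ratio scaling. The 10 CPM minimum was 7.65 counts in the wild-type and 1.77 counts in the colchicine-treated library, below the floor. With values under the floor raised to it and no pseudocount, 845 transcripts were still at least 4-fold lower and 2864 at least 4-fold higher. The floor is a larger CPM in the colchicine-treated library, so raising values to it adds to the higher side. Poisson draws from 1 shared profile at these depths gave a mean of 178 higher and 302 lower transcripts and a correlation of 0.830, and 413 higher and 0.92 lower with the same floor. These draws hold counting error only, so they do not show how far replicate libraries of the same condition would differ. Transcripts t22393aep and t14592aep held 25.0% (95% Wilson interval 24.9 to 25.1%) and 13.2% (13.1 to 13.2%) of the wild-type library, and together 0.0251% of the colchicine-treated one. Without them, and with totals recomputed, 2213 transcripts were higher and 3609 lower. Transcript t2633aep had 0 wild-type and 405 colchicine-treated counts, at least 584-fold higher.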

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

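The tests without the most abundant transcripts and over transcripts with at least 10 CPM, and the check without the 10 largest whole-number transcripts, were chosen only after the result was seen.

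Over all counts, the antisense share moved in opposite directions in the 2 immunoprecipitates between wild-type and colchicine-treated animals: it changed by -1.44 percentage points for Hywi and by 19.0 percentage points for Hyli. Each group had 1 library, so this difference was not tested. The opposite direction depends on the transcripts counted. The Hywi share changed by 0.708 points without the 100 transcripts with most reads on each strand, and by -1.61 points over transcripts with at least 10 CPM, while Hyli rose in both. The counts argue against some technical explanations as the whole cause of the Hyli rise, but not all. Without the 100 transcripts with most reads on each strand the rise was 25.5 points, so a few abundant transcripts did not carry it. Over transcripts with at least 10 CPM on either strand it was 18.8 points. That filter keeps a transcript when its sense strand alone passes, so it cannot exclude a diffuse antisense background. In both checks the transcripts were chosen in each library apart. Carry-over of Hywi-bound RNA would need 0.207 extra Hyli antisense counts per Hywi antisense count. Of the 100 transcripts with most Hywi antisense counts, 92 lay below that ratio, and their median ratio was 0.0553 (0.0565 in wild-type animals). These are ratios of raw counts. Hyli and Hywi libraries held 40.5 and 22.3 M counts in wild-type and 12.8 and 19.4 M in treated animals. The 2 medians therefore cannot show that the ratio stayed the same. The Spearman correlation of Hywi with Hyli antisense counts rose from 0.019 to 0.142 with colchicine, so partial carry-over stays open. Over 1358 transcripts with whole-number counts in all 4 Hyli columns the rise was 16.2 points, and 30.005 points without the 10 largest of them. These transcripts held 0.235% of Hyli counts, so that test covers a small part of the data. A difference in the purity of a single immunoprecipitate other than Hywi carry-over, the GFP line of the treated animals, and a different Hyli-bound population in epithelial cells may each contribute, and none of these was tested.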

How the results depend on the processing

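Without the replicate block, DESeq2 gave 1 transcript higher and 1 lower (the lower one was t34367aep), and 577 and 141 transcripts had an unadjusted p under 0.05 in edgeR. The other alternatives without the block, including all 6 fits that each left out one library, gave 0 and 0. The unadjusted counts of these 6 fits depended on the library left out. Without wild-type sibling 1, 1597 were higher and 589 lower of 20321 transcripts, the most of the 6. Without wild-type sibling 3, 276 were higher and 82 lower of 20523, the fewest. The replicate block gave 231 higher and 18 lower. Alternatives to the blocked fit were chosen after seeing the data. DESeq2 with the block gave 140 higher and 46 lower, of which 138 and 16 were the same transcripts. RLE size factors gave 37 lower, of which 18 were the same. Library totals gave 123 higher and 2 lower, and shifted the median log2 fold change of all transcripts from 0.02 to 0.10. No low-count filter gave 55 lower, a 2-fold minimum gave 1 lower, and an adjusted p under 0.01 gave 133 higher and 5 lower. Across the 3 blocked fits that each left out one pair, the count ranged from 219 to 365 higher and from 16 to 105 lower. Without pair 2 it was 357 and 105, and without pair 3 it was 365 and 52. Without pairs 1, 2 and 3, 165, 213 and 204 of the 231 higher and 9, 15 and 12 of the 18 lower transcripts were called again. The fits without pairs 2 and 3 had fewer libraries, yet they tested more transcripts (19931 and 20129 against 19683) and called more. In edgeR the smallest adjusted p was 9.5e-99, 1.6e-54 and 4.8e-04 without pairs 1, 2 and 3, against 1.4e-04 with all pairs. Fits on so few libraries may be unstable, so being called again in them is weak support. The cause of the shifts between settings was not tested.

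For the piRNA-target set, camera's p stayed under the threshold under library totals, the 1 CPM filter, the replicate block, the 4 other set definitions and each library left out (2.4e-08 at most), and the direction was kept. It did not under fry (0.116), an estimated correlation (0.111), fry with the replicate block (0.1004) or an estimated correlation with the replicate block (0.155). For the cleaved set these were 0.165, 0.142, 0.115 and 0.174, and camera's p was 2.4e-06 at most with a library left out. The size of the shift depended on single libraries. Without wild-type sibling 3 it fell from 0.24 to 0.15 for the piRNA-target set and from 0.20 to 0.10 for the cleaved set, and without wild-type sibling 1 it was 0.31 and 0.30. Without knockdown 1 the cleaved shift was 0.13. With the replicate block and pair 3 left out the shifts were 0.15 and 0.09 (2.6e-06 and 1.2e-04 in camera). Fry with the replicate block gave 0.334, 0.161 and 0.227 for the piRNA-target set and 0.312, 0.196 and 0.169 for the cleaved set without pairs 1, 2 and 3, and was added after seeing the data. Camera presets the correlation at 0.01, and the one estimated for the piRNA-target set was 0.167. Over the 9 other splits of the 6 libraries into 3 and 3, camera's p for this set ranged from 5.4e-13 to 0.388. A small camera p, or its stability across settings, therefore does not by itself set the real groups apart. The replicate block changed no other call.

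In the comparisons without replicates, the minimum CPM sets how many transcripts are compared. At 50 CPM, Hywi antisense gave 979 higher, 1153 lower and a correlation of 0.13. Hyli sense gave 499, 626 and 0.40, so more transcripts were lower than higher, unlike at 10 CPM. Hywi against Hyli gave 730, 1074 and 0.17 in wild-type animals and 869, 1433 and -0.033 in colchicine-treated animals, where the correlation changed sign. The degradome gave 865, 1029 and 0.0046. At 1 CPM, the correlations were 0.59 for Hywi, 0.55 for Hyli, 0.47 and 0.16 for Hywi against Hyli in wild-type and colchicine-treated animals, and 0.21 for the degradome. Higher counts at 1 CPM were 2186 for Hyli, 2248 and 3617 for Hywi against Hyli, and the degradome had 4036 lower. Median-ratio scaling gave 651 lower for Hyli, a higher share of 73.8% in place of 55.1%. The depth of the colchicine-treated degradome limits the lower calls, since 10 CPM was 1.77 counts there. Alternatives for the hywi transcript and for a transposon class were not run.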

Other observations

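The tests on the TMM factor, on single pairs (fry), on expression-matched lists over all libraries, on the splits of the libraries, on whole numbers by strand and on mRNA abundance were chosen only after the result was seen.

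The higher level of the 2 sets in the hywi knockdown may follow a trend between libraries. The set's level correlated with the TMM factor over the 6 libraries by Pearson's r = 0.973 (exact permutation p = 0.00278) and Spearman's rho = 0.943 (exact permutation p = 0.0167) for the piRNA-target set, and by 0.972 (p = 0.00278) and 0.943 (p = 0.0167) for the cleaved set, 2 relations with the same values after Benjamini-Hochberg adjustment. Without the 2 libraries farthest from the median factor, r was 0.909 and 0.979. With the factor as a term, the group difference fell from 0.22 to 0.05 for the piRNA-target set and from 0.20 to 0.02 for the cleaved set (log2). The factor is computed from the same counts, so a real change in composition would also move it. Low expression of the sets as the whole cause is argued against by expression-matched lists, whose highest median was 0.146 and 0.0773, below the sets' 0.24 and 0.19. Within single pairs the smallest excess over matched lists was 0.04996 and 0.0418. The set lay above the rest in all 3 pairs, by 0.0958 and 0.0631 in the pair with the smallest difference. Without pair 3, which had the largest, limma's camera with the block gave 2.6e-06 and 1.2e-04, and its fry gave 0.227 and 0.169 (p-values). With 2 pairs left fry has little power, so a shift carried mainly by 1 pair stays open. Of the 10 splits of the 6 libraries, 2 gave as large a shift for each set. The larger one set wild-type sibling 1 with knockdown 1 and 3, with 0.25 and 0.28. Among the 4 splits that part all 3 pairs, the real one had the largest shift of the piRNA-target set. The next largest, wild-type siblings 1 and 3 with knockdown 2, had 0.19 against 0.24 (0.15 against 0.20 for the cleaved set).

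Some other groupings of the mRNA libraries gave more transcripts than the real one. Without the block the real split gave 0 transcripts with an adjusted p under 0.05, a count that 10 of 10 splits meet by construction; 2 of the 9 other splits gave any. At an unadjusted p under 0.05, 5 of the 10 gave as many. Wild-type sibling 1 with knockdown 1 and 3 gave 334 adjusted calls and 4777 unadjusted ones. With the block, 1 of the 4 splits that part all 3 pairs, the real one, gave as many as its 249 calls, and the other 3 gave 0. Simulated blocked fits made 6 and 18 false calls. Those simulations drew transcripts independently with 1 common dispersion, so they cannot show how many of the 249 calls are false. With 10 or 4 splits no share under 0.05 can be reached, so the shares themselves decide nothing. No biological explanation of the other splits was tested.

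Antisense values were rarely whole numbers and sense values mostly were. In transcripts with at least 100 counts on both strands, the shares of values that are not whole differed by at least 56.0 percentage points between strands in each of the 4 IP libraries. Repeated sequence stays open, since it could lie unevenly on the stretches that give sense and antisense reads. Another candidate explanation is that the 2 strands were mapped or counted by different rules. Neither was tested further, and no biological explanation was tested.

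Changes with colchicine went together across transcripts, with a Spearman correlation of 0.36 between Hywi antisense and Hyli sense ratios (3937 transcripts) and 0.80 between Hywi antisense and Hyli antisense ratios (4105 transcripts). Transcripts are not independent, and reads shared out over similar transcripts might add to both. Over the 25 transcripts with whole-number counts in all 4 columns the correlation of the former pair was 0.744, too few to decide, and for the latter pair 0 such transcripts were left, so it cannot be told apart from shared reads. The strength of the relation differed by pair. The other pairs of IP and degradome ratios ranged from 0.12 (Hywi antisense and degradome, 3571 transcripts) to 0.47 (Hyli sense and degradome, 4821 transcripts). The treatment, the loss of interstitial cells and the GFP line stay open and were not tested.

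The 2 transcripts that held 38.2% of wild-type degradome counts, t22393aep and t14592aep, were singled out after their values were seen. In the mRNA libraries they were not highly abundant: together they held at most 0.0390% of the counts of any wild-type sibling library. Those libraries came from other animals and measured mRNA only. High abundance of the RNA in the degradome animals therefore stays open. The mRNA level of the 2 transcripts varied 6.48-fold and 7.79-fold over the 6 mRNA libraries. Both nearly vanished from the colchicine-treated degradome. The fall was not seen in the degradome alone, though each IP value came from 1 library. Sense counts of t22393aep fell from 2464 to 30.9 CPM in the Hywi IP and from 1815 to 85.3 CPM in the Hyli IP. Those of t14592aep fell from 1365 to 69.7 CPM and from 873 to 249.5 CPM. Antisense counts of both were at most 3.65 CPM in any IP library. The loss of interstitial cells, a sequence that the degradome protocol favours and a difference between the GFP line and wild type stay open, and none of them was tested.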
